A study of Homo sapiens with 9 samples. Its data were reported in "Combined Experimental and System-Level Analyses Reveal the Complex Regulatory Network of miR-124 during Human Neurogenesis" (2018).

How the data were processed

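Polyadenylated RNA of 9 libraries was sequenced, 3 each of WT, ΔmiR-124 and ZNF787-OE iNGN neurons at 4 days after induction. Per the study's methods, the authors made directional libraries, aligned reads to hg38 with GSNAP and an Ensembl annotation, and counted uniquely mapped reads per gene with featureCounts. The deposited values are these raw counts, whole numbers that were neither normalized nor pooled over replicates. The strand setting of the counting was not given in the sources used here, so reads of a gene and of an antisense or overlapping partner may not be told apart, and uniquely mapped reads undercount near-identical paralogs. The table held 58051 gene rows and 92 spike-in rows, the latter with 7 counts over all libraries and left out. Gene identifiers were matched to symbols and positions in GENCODE 44 (hg38), which 56948 of them matched, and unmatched identifiers held 0.188% of counts.

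Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the default filter by group and a quasi-likelihood fit of all 9 libraries without covariates, so that the groups share 1 estimate of the spread. This left 19695 genes, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. An absolute log2 fold change over 1 was a further threshold. Errors of log2 fold changes are standard errors, and errors of TMM-scaled CPM are standard deviations over 3 libraries. No pair of replicates agreed within sampling noise, with a chi-square per degree of freedom of 3.88 to 11.3. The whole procedure was tested on simulated data with 200 changed genes per comparison. None of these had low counts and they were far fewer than the genes called in the data, so recovery there may differ. Of genes left unchanged, the procedure called 10, 10 and 6 in ΔmiR-124 against WT, ZNF787-OE against WT and ZNF787-OE against ΔmiR-124. In the last it recovered 61.2%, 79.1% and 95.5% of changes of 1.5, 2 and 4-fold.

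Before the data were examined, 37 gene lists were fixed, among them markers of other cell types and technical groups. They covered miR-124 targets, neuronal and synaptic genes, channels, transmitter systems, neuron classes, signalling pathways, progenitor, pluripotency and cell cycle genes, stress, lipid and glycolysis genes, zinc finger genes, and the protocadherin and HOX clusters. Each list with at least 3 tested genes was tested on log-CPM (prior count 2) with camera in limma 3.58.1, two-sided, with the preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 37 lists. Camera compares a list with the other genes. Camera was repeated with an estimated correlation. That setting raised p also for lists whose estimate lay below 0.01. For neural crest genes in ΔmiR-124 the estimate was -0.070, and camera's unadjusted p went from 0.00284 to 0.0207. For literature miR-124 targets in ZNF787-OE it was -0.030, and p went from 0.00648 to 0.0246. A call lost in that setting therefore need not reflect correlation between genes. Fry was run as an alternative. Its PValue tests whether the genes of a list move on balance one way, and neither it nor PValue.Mixed compares a list with other genes. Counts adjusted over the list alone use the p-values of that list's genes only.

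Single genes were named by a rule fixed at the same time. It took ZNF787 and the miR-124 genes, the 8 largest rises and 8 largest falls per comparison among called genes with a mean of at least 5 CPM and groups that do not overlap, clone names, pseudogenes, XIST and Y-linked genes left out, the genes that the study's text names, up to 4 members of each list with the lowest p and a mean of at least 1 CPM, and the 5 genes with the largest smaller change in each combination of directions. NEUROG1, NEUROG2, NEUROG3, REST, HES1, YAP1 and PTBP2 were added after their values were seen, and NEUROG3, HES1 and YAP1 are not described here. For a group with 0 counts a fold was bounded with a floor of 3 counts, and for 1 to 3 counts a ratio with a 95% exact interval was given. Alternatives were RLE and upper-quartile scaling, no filter on low counts, at least 10 CPM in at least 3 libraries, DESeq2 1.42.0, only the 6 libraries compared, a replicate block, a test against a fold change of 1.5, and each library left out in turn. MIR124-1 and mature microRNAs were not analysed here, and some single genes that the rule takes are not reported here. Figures and sequence searches used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.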

Results

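Human inducible neurogenin (iNGN) cells are induced pluripotent stem cells that carry a doxycycline-driven cassette of the neurogenin-1 and neurogenin-2 genes and turn into bipolar neurons within days of induction. Polyadenylated RNA was sequenced 4 days after induction in 9 libraries, 3 from each of 3 groups. The groups were the control line (WT), a line edited with Cas9 at the 3 loci of miR-124 (ΔmiR-124), and WT cells that also expressed ZNF787, a zinc finger protein gene, from an inducible transgene (ZNF787-OE). WT and ZNF787-OE were at passage 57 and ΔmiR-124, a single clone, at passage 61, so the editing, the clone and the passage could not be separated. The libraries of replicates 1, 2 and 3 held 21543513, 28110069 and 26709932 counts in WT, 26808742, 23305658 and 22202128 in ΔmiR-124 and 22135091, 20861136 and 22114757 in ZNF787-OE. The study calls the replicates biological and the labels only number them, neither saying whether each was a separate culture, so the p-values measure the spread between these libraries, part of which may be technical. ZNF787-OE stood apart on the first principal component of log-CPM, which held 60.6% of the variance. WT and ΔmiR-124 lay at opposite ends of the second, which held 17.1%, with ZNF787-OE between them. On the third, which held 5.45%, WT replicate 1 stood apart at 55.5, against -30.5 and -26.9 for WT replicates 2 and 3. Without it 6320 genes were called in ΔmiR-124 and 11464 in ZNF787-OE, against 6576 and 11720 with all libraries.

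The altered genes were examined first. ZNF787 stood at 54.2 ± 7.85 CPM in WT, 69.4 ± 4.22 in ΔmiR-124 and 4731 ± 66.6 in ZNF787-OE (SD, n = 3), a log2 fold change of 6.45 ± 0.08 with overexpression (SE, adjusted p = 2.48e-25, edgeR quasi-likelihood test). The WT libraries held 1294, 1309 and 1308 ZNF787 counts, the ΔmiR-124 libraries 1894, 1464 and 1437, and the ZNF787-OE libraries 116772, 106657 and 113691. In ΔmiR-124, ZNF787, which the study lists among miR-124 targets, rose with a log2 fold change of 0.36 ± 0.07 (adjusted p = 2.27e-04). The gene lies on chromosome 19, 56087366 to 56121295 of hg38, and counts over it do not separate the transgene from the native gene.

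The host transcripts of miR-124 rose in ΔmiR-124 and fell in ZNF787-OE. MIR124-1HG (chromosome 8, 9899871 to 9919233) stood at 336 ± 20.9 CPM in WT, 557 ± 33.2 in ΔmiR-124 and 133 ± 16.6 in ZNF787-OE (log2 fold changes 0.73 and -1.34 against WT). MIR124-2HG (chromosome 8, 64373105 to 64383919) stood at 113 ± 3.41, 336 ± 17.7 and 20.4 ± 2.68 CPM (1.57 and -2.46). The counts per library were 6994, 8508 and 9052 for MIR124-1HG and 2301, 3156 and 2797 for MIR124-2HG in WT, 13306, 12331 and 12506 and 8990, 7421 and 6747 in ΔmiR-124, and 2825, 3084 and 3579 and 564, 407 and 488 in ZNF787-OE. The precursor interval MIR124-2 (chromosome 8, 64379149 to 64379257), which lies inside MIR124-2HG on the same strand, held 0, 4 and 0 counts in WT, 333, 333 and 218 in ΔmiR-124 and 0, 0 and 0 in ZNF787-OE. MIR124-3 (chromosome 20, 63178500 to 63178586) held 0, 0 and 0 counts in WT, 2, 19 and 4 in ΔmiR-124 and 0, 0 and 0 in ZNF787-OE. Both guides of each locus matched hg38 inside the annotated precursor, with 58 bases between the cuts at MIR124-1 (chromosome 8, 9903388 to 9903472), 54 at MIR124-2 and 16 at MIR124-3. Precursor sequence therefore remains outside the cuts, and counts of polyadenylated RNA over these loci neither measure mature miR-124 nor check the editing.

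NEUROG1 and NEUROG2, named for the inducing factors and chosen after their values were seen, fell in ΔmiR-124 by 1.34 and 1.34 on the log2 scale, and in ZNF787-OE they fell by 0.37 and decreased by 0.35. NEUROG1 stood at 5025 ± 315 CPM in WT, 1990.5 ± 93.2 in ΔmiR-124 and 3878 ± 244 in ZNF787-OE, and reads of the cassette and of the native gene could not be told apart.

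**Figure D1:**
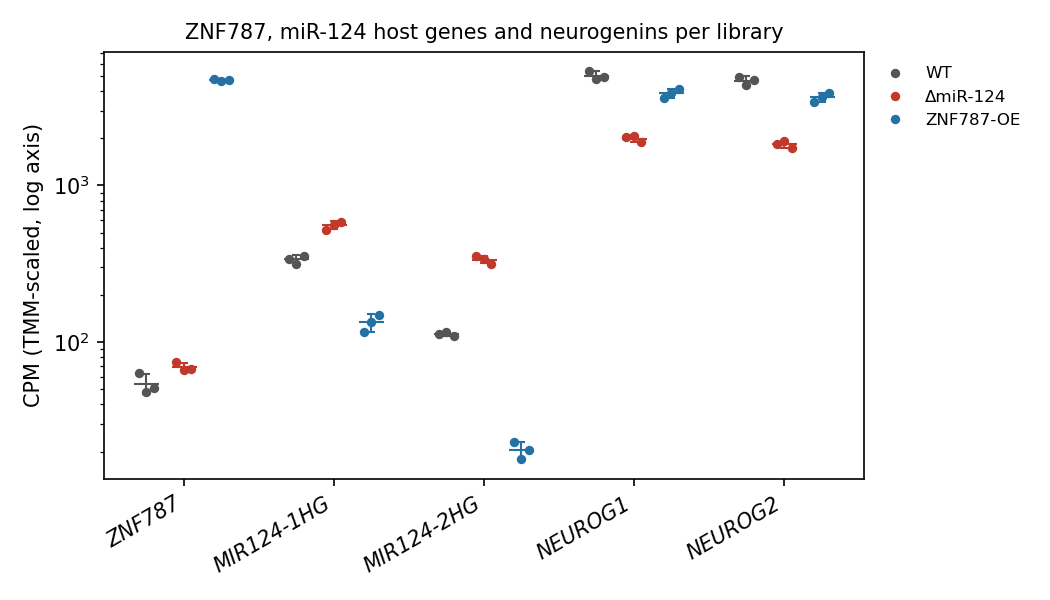
CPM (y axis, log scale) of ZNF787, the miR-124 host genes, NEUROG1 and NEUROG2 in each of the 9 libraries, with points for libraries, horizontal marks for group means and bars for the SD (n = 3). ZNF787 has a mean of 4731 CPM in ZNF787-OE, and both host genes are highest in ΔmiR-124 and lowest in ZNF787-OE.

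The comparison of ΔmiR-124 with WT asks which transcripts change in these neurons without miR-124, an abundant neuronal microRNA that represses its target mRNAs. By camera with its preset correlation, targets of miR-124 rose together, neuronal and synaptic genes fell, and cell cycle genes rose. With an estimated correlation the targets kept their calls, whereas the pan-neuronal (adjusted p = 0.0921), synaptic vesicle (0.0921), postsynaptic (0.159) and cell cycle (0.121) lists lost theirs. Of the 98 targets that the study identified by AGO2 immunoprecipitation, 80 rose and 2 fell (82 and 2 adjusted over the list alone), with a median log2 fold change of 0.60 (camera adjusted p = 9.74e-24, and adjusted p = 0.0467 with an estimated correlation). The study chose that list partly because its members rose in other ΔmiR-124 libraries of these lines, so neither count is independent evidence of its direction. Of 21 literature target genes, 15 rose and 1 fell (16 and 1 adjusted over the list alone), with a median log2 fold change of 0.71 (camera adjusted p = 2.44e-09, and adjusted p = 0.0168 with an estimated correlation), and 5 of them, PTBP1, CTDSP1, SNAI2, ROCK1 and CD164, are also on the study's list. Among the literature targets were PTBP1 (1.21 ± 0.06), a repressor of neuronal splicing, the scaffold protein gene IQGAP1 (2.00 ± 0.07), CD164 (1.42 ± 0.07) and the laminin gene LAMC1 (1.28 ± 0.06). PTBP2, the neuronal paralog of PTBP1, fell (-0.66, chosen after its values were seen). On the study's list PPM1F (1.38), the Notch modifier LFNG (1.77), TMEM63C (1.66), GLIS2 (0.80), SERTAD3 (0.86) and TP73 (0.61) rose. TP73 overlaps TP73-AS1 on the opposite strand, so the origin of its reads is uncertain.

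Of 33 pan-neuronal genes, 3 rose and 24 fell (3 and 24 adjusted over the list alone), with a median log2 fold change of -0.37 (camera adjusted p = 1.65e-08, and adjusted p = 0.0921 with an estimated correlation). The microtubule-associated MAPT (-2.42 ± 0.09), NSG1 (-1.58 ± 0.08), RTN1 (-1.26 ± 0.06) and STMN4 (-1.12 ± 0.06) fell. Of 34 synaptic vesicle and release genes, 2 rose and 21 fell (2 and 22 adjusted over the list alone), with a median log2 fold change of -0.43 (camera adjusted p = 1.41e-06, and adjusted p = 0.0921 with an estimated correlation). SV2A (-1.63), SYNGR3 (-1.50), RIMS2 (-1.39) and DOC2B (-1.32) fell. Of 30 postsynapse and synaptic adhesion genes, 7 rose and 14 fell (7 and 16 adjusted over the list alone), with a median log2 fold change of -0.48 (camera adjusted p = 0.0159, and adjusted p = 0.159 with an estimated correlation). NRXN2 (-2.00), CNTN1 (-1.11) and NLGN2 (-1.02) fell, and the kinase gene CAMK2B (1.17), also on the study's target list, rose. CAMK2B overlaps YKT6, another gene on that list, on the opposite strand, so the origin of its reads is uncertain. Of 34 voltage-gated potassium and calcium channel genes, 4 rose and 13 fell (4 and 13 adjusted over the list alone), with a median log2 fold change of -0.36 (camera adjusted p = 0.0166, and adjusted p = 0.225 with an estimated correlation). KCNC2 (-1.89), KCNAB1 (-1.89) and CACNB3 (-1.15) fell and CACNA1G (3.44) rose. Without ΔmiR-124 replicate 3 that call was lost (adjusted p = 0.0518). Of 17 sensory and peripheral neuron genes, 1 rose and 10 fell (1 and 12 adjusted over the list alone), with a median log2 fold change of -0.50 (camera adjusted p = 0.00118, and adjusted p = 0.121 with an estimated correlation). The transcription factor genes TLX3 (-1.35) and ISL2 (-1.11) fell.

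Of 22 glutamatergic genes, 3 rose and 9 fell (3 and 10 adjusted over the list alone), with a median log2 fold change of -0.28 (camera adjusted p = 0.0255, and adjusted p = 0.121 with an estimated correlation), but the call was lost without WT replicate 1 (adjusted p = 0.0741) or 3 (0.104), ΔmiR-124 replicate 1 (0.0978), or ZNF787-OE replicate 2 (0.0583) or 3 (0.0530). The vesicular glutamate transporter gene SLC17A6 (-1.03 ± 0.08) and the NMDA receptor gene GRIN1 (-2.65 ± 0.34) fell, whereas the transporter gene SLC17A7 (0.26 ± 0.06) and the receptor gene GRM4 (1.23 ± 0.07) rose. CHAT, which encodes the enzyme that makes acetylcholine and overlaps SLC18A3 on the same strand, rose from 6.38 ± 1.57 to 17.1 ± 2.11 CPM (SD, n = 3; log2 fold change 1.43 ± 0.22, adjusted p = 9.70e-06). Of 17 cholinergic genes, 4 rose and 6 fell (5 and 8 adjusted over the list alone; median -0.24, camera adjusted p = 0.295), and the acetylcholinesterase gene ACHE (-2.25) and the receptor gene CHRNA4 (-1.10) fell. Of 12 voltage-gated sodium channel genes, 1 rose and 4 fell (1 and 4 adjusted over the list alone; median -0.40, camera adjusted p = 0.113), and the list was called without a filter on low counts (adjusted p = 0.0410). SCN3A (-1.54) and SCN9A (-1.24) fell. SCN2A stood at 1.40 ± 0.576 CPM in WT and 0.642 ± 0.297 in ΔmiR-124 (log2 fold change -1.11, adjusted p = 0.0743, and 0.0332 without WT replicate 2). Of the other genes the study names, MAP2 (-0.38) and PAX6 (-0.58) fell, SOX1 (1.41) and ZNF138 (1.03) rose, and TUBB3 (-0.17, adjusted p = 0.320), RBFOX3 (-0.06, adjusted p = 0.568) and SCN8A (-0.03, adjusted p = 0.842) did not pass the test.

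**Figure D2:**
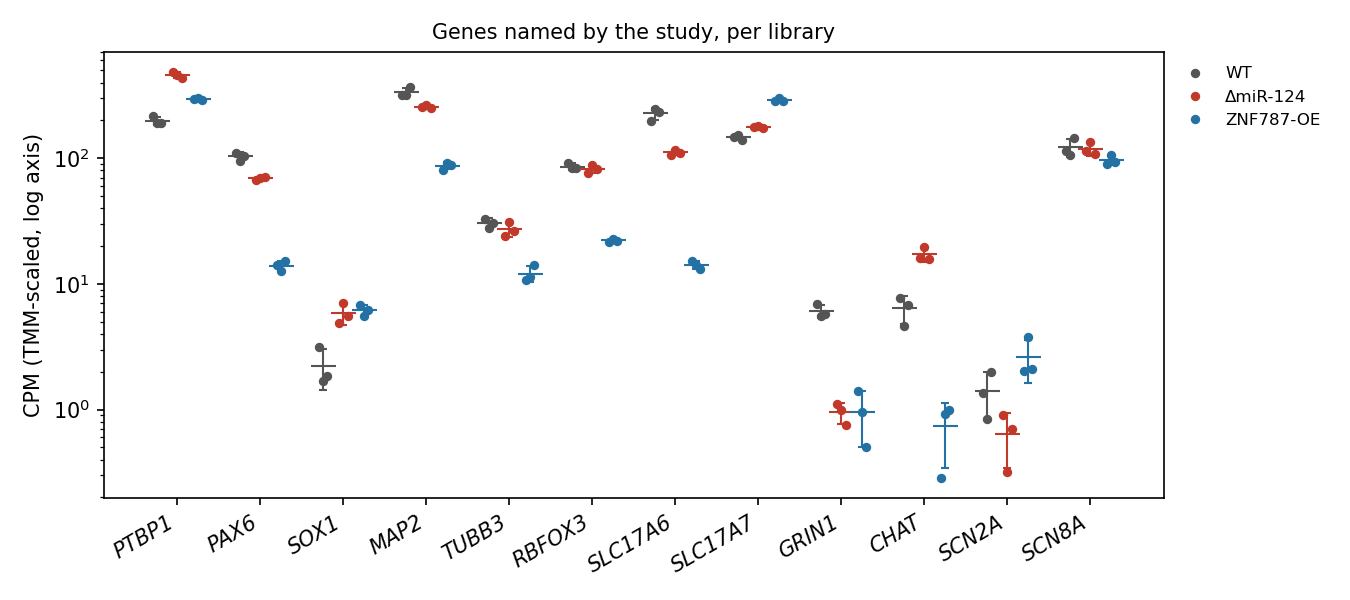
CPM (y axis, log scale) of 12 genes that the study names in each of the 9 libraries, with points for libraries, horizontal marks for group means and bars for the SD (n = 3). CHAT has a mean of 17.1 CPM in ΔmiR-124 and 0.735 in ZNF787-OE, on either side of WT at 6.38.

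Of 40 cell cycle genes, 37 rose and 0 fell (38 and 0 adjusted over the list alone), with a median log2 fold change of 1.01 (camera adjusted p = 7.27e-19, and adjusted p = 0.121 with an estimated correlation). RRM2 (1.85 ± 0.10) and TYMS (1.34 ± 0.09), which supply DNA synthesis, rose, as did TPX2 (1.13 ± 0.07) and E2F1 (0.96 ± 0.07). Of 23 cholesterol and fatty acid synthesis genes, 21 rose and 0 fell (21 and 0 adjusted over the list alone), with a median log2 fold change of 0.54 (camera adjusted p = 3.30e-11, and adjusted p = 0.106 with an estimated correlation). STARD4 (1.25), SC5D (0.90) and DHCR7 (0.87) rose. Of 57 clustered protocadherin genes, 40 rose and 3 fell (43 and 3 adjusted over the list alone), with a median log2 fold change of 0.80 (camera adjusted p = 2.44e-09, and adjusted p = 0.121 with an estimated correlation). PCDHB3 (1.34), PCDHB8 (1.38) and PCDHA10 (0.91) rose. These genes are close in sequence, and those of the alpha and gamma clusters share exons, so their counts are uncertain. Of 22 Notch pathway genes, 13 rose and 3 fell (13 and 3 adjusted over the list alone), with a median log2 fold change of 0.36 (camera adjusted p = 9.67e-04, and adjusted p = 0.225 with an estimated correlation). LFNG (1.77), HES5 (1.78), DLL3 (1.12) and DLL4 (1.04) rose. Of 27 Wnt pathway genes, 13 rose and 2 fell (13 and 3 adjusted over the list alone), with a median log2 fold change of 0.36 (camera adjusted p = 0.0285, and adjusted p = 0.259 with an estimated correlation). SFRP2 (3.31), NOTUM (1.56) and SFRP1 (0.77), which encode secreted inhibitors of Wnt signalling, rose. In a fit of the 6 libraries alone that call was lost (adjusted p = 0.0575).

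Of 22 pluripotency genes, 11 rose and 1 fell (11 and 1 adjusted over the list alone), with a median log2 fold change of 0.47 (camera adjusted p = 0.00305, and adjusted p = 0.106 with an estimated correlation). POU5F1 (1.93) and LIN28B (0.53) rose and LIN28A (-0.46) fell. Of 10 neural crest genes, 5 rose and 0 fell (5 and 0 adjusted over the list alone), with a median log2 fold change of 0.54 (camera adjusted p = 0.00751, and adjusted p = 0.106 with an estimated correlation). SOX9 (2.63) and PDGFRA (2.13) rose. Of 24 immediate early and stress response genes, 4 rose and 12 fell (5 and 13 adjusted over the list alone), with a median log2 fold change of -0.58 (camera adjusted p = 9.67e-04, and adjusted p = 0.121 with an estimated correlation). CHAC1 (-1.73), ATF3 (-1.64) and ASNS (-0.80) fell and the chaperone gene HSPA5 (0.74) rose. Of 9 endoderm genes, 0 rose and 3 fell (0 and 3 adjusted over the list alone), with a median log2 fold change of -1.21 (camera adjusted p = 0.0285, and adjusted p = 0.225 with an estimated correlation). The chemokine receptor gene CXCR4 (-1.21) fell and was the only tested member with a mean of at least 1 CPM. The list therefore rests mostly on genes of few counts, and its call was lost without ΔmiR-124 replicate 2 (adjusted p = 0.0800). Of 26 replication-dependent histone genes, 0 rose and 10 fell (0 and 10 adjusted over the list alone), with a median log2 fold change of -0.87 (camera adjusted p = 9.67e-04, and adjusted p = 0.0781 with an estimated correlation), and most transcripts of such genes lack poly(A) tails. Of 79 cytosolic ribosomal protein genes, 19 rose and 1 fell (17 and 1 adjusted over the list alone), with a median log2 fold change of 0.12 (camera adjusted p = 0.00559, and adjusted p = 0.734 with an estimated correlation), and that call was lost without WT replicate 3 (adjusted p = 0.237) or ΔmiR-124 replicate 1 (0.131).

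Camera did not call the other lists in ΔmiR-124. Of 9 GABAergic genes, 4 rose and 1 fell (4 and 1 adjusted over the list alone; median 0.58, camera adjusted p = 0.167). DLX2 (1.88) and ABAT (1.15) rose, and the list was called in a fit of the 6 libraries alone (adjusted p = 0.0188). Of 11 monoaminergic genes, 2 rose and 3 fell (2 and 3 adjusted over the list alone; median -0.16, camera adjusted p = 0.999). The vesicular transporter gene SLC18A2 (2.30) rose and the serotonin transporter gene SLC6A4 (-3.13) fell. Of 14 striatal neuron genes, 3 rose and 7 fell (3 and 8 adjusted over the list alone; median -0.33, camera adjusted p = 0.201). PDE10A (-1.12) and TAC1 (-2.53) fell. Of 31 neurogenin-induced transcription factor genes, 9 rose and 11 fell (12 and 11 adjusted over the list alone; median 0.03, camera adjusted p = 0.651). LHX9 (-1.78) and ONECUT3 (-1.79) fell and ST18 (1.36) rose. Of 44 axon guidance genes, 14 rose and 10 fell (17 and 12 adjusted over the list alone; median 0.03, camera adjusted p = 0.651). SEMA5B (1.08) and SEMA3A (1.33) rose. Of 21 neural progenitor genes, 4 rose and 6 fell (4 and 6 adjusted over the list alone; median -0.04, camera adjusted p = 0.538). ZIC2 (-0.82) and VIM (-0.55) fell. Of 37 apoptosis and p53 response genes, 16 rose and 7 fell (18 and 8 adjusted over the list alone; median 0.13, camera adjusted p = 0.270). SESN2 (-1.25) fell and TP53INP1 (0.81) rose. Of 23 glycolysis and hypoxia genes, 9 rose and 6 fell (9 and 6 adjusted over the list alone; median 0.07, camera adjusted p = 0.359). NDRG1 (1.46) and PKM (0.72) rose and VEGFA (-1.24) fell.

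Of 4 zinc finger genes that the study names, 2 rose and 0 fell (2 and 0 adjusted over the list alone; median 0.14, camera adjusted p = 0.284), and of these ZNF37A (0.27) lost its call without WT replicate 1 (adjusted p = 0.0603) or 2 (0.144) or ΔmiR-124 replicate 2 (0.203). Of 498 ZNF-named zinc finger genes, these 4 included and ZNF787 left out, 69 rose and 55 fell (63 and 46 adjusted over the list alone, median -0.01, camera adjusted p = 0.999). ZNF367 (-5.89) fell and ZNF875 (2.35) rose. Of 10 glial genes, 4 rose and 3 fell (4 and 3 adjusted over the list alone; median 0.17, camera adjusted p = 0.680). OLIG2 (0.81) rose. Of 24 mesenchyme and fibroblast genes, 6 rose and 5 fell (6 and 5 adjusted over the list alone; median 0.05, camera adjusted p = 0.841). COL5A2 (-1.51) fell and COL1A1 (1.14) rose. Of 10 mesoderm genes, 3 rose and 1 fell (3 and 2 adjusted over the list alone; median 0.17, camera adjusted p = 0.589). TAL1 (1.53) rose. Of 12 epithelial and surface ectoderm genes, 1 rose and 4 fell (1 and 4 adjusted over the list alone; median -0.12, camera adjusted p = 0.245). KRT8 (-0.94) fell. Of 13 mitochondrial mRNA genes, 1 rose and 0 fell (1 and 0 adjusted over the list alone; median 0.01, camera adjusted p = 0.692). MT-ND6 (0.65) rose. Of 3 HOX genes, 0 rose and 2 fell (0 and 2 adjusted over the list alone; median -1.02, camera adjusted p = 0.127). HOXB2 (-1.02) fell. The test's direction and the median had different signs for the neurogenin-induced, mesenchyme and ZNF-named genes, and the mean and the median for the neurogenin-induced, mesenchyme, ZNF-named, apoptosis, glial, mesoderm and neural progenitor genes.

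Among called genes with a mean of at least 5 CPM and no overlap of the groups, clone names and pseudogenes left out, the largest rises were those of FBF1 (4.76 ± 0.09), CCDC183-AS1 (4.61 ± 0.10), PSTPIP1 (3.62 ± 0.24), the neurotensin receptor gene NTSR1 (3.55 ± 0.18), the calcium channel gene CACNA1G (3.44 ± 0.24), MRPL38 (3.27 ± 0.15), UNC45B (3.23 ± 0.20) and SERTM1 (3.15 ± 0.25). CCDC183-AS1 lies antisense to RABL6 and CCDC183, and FBF1 and MRPL38 both overlap another annotated gene on their own strand, so the origin of these reads is uncertain. TTLL10-AS1, antisense to TTLL10, went from 82879 counts over the WT libraries to 1 (count ratio 77930, 95% counting interval 13990 to 3078000, WT over ΔmiR-124 at equal depth), and PRO1804, which overlaps ABCA10, from 1158 to 2 (count ratio 544, 95% counting interval 150.4 to 4501, likewise). The falls of TMEM200B (-8.72 ± 0.21), antisense to EPB41, the imprinted gene PEG3 (-8.59 ± 0.28), ANKRD45 (-8.26 ± 0.37), AJAP1 (-7.14 ± 0.33), LINC00472 (-6.32 ± 0.09) and ZNF367 (-5.89 ± 0.08) came next. Intervals and floors on counts cover counting error only.

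By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6576 of 19695 genes changed, 3420 up and 3156 down, and 1766 of them by an absolute log2 fold change over 1 (917 up, 849 down). Of the 19 lists called, 10 up and 9 down, those of the AGO2 and literature targets held with an estimated correlation. Fry, which does not compare a list with other genes, called 26, adding the sodium channel, cholinergic, GABAergic, striatal, glycolysis, study-named zinc finger, epithelial and HOX lists and leaving out the ribosomal protein list. On counts simulated for this comparison the test recovered 58.2%, 79.1% and 92.4% of changes of 1.5, 2 and 4-fold.

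**Figure D3:**
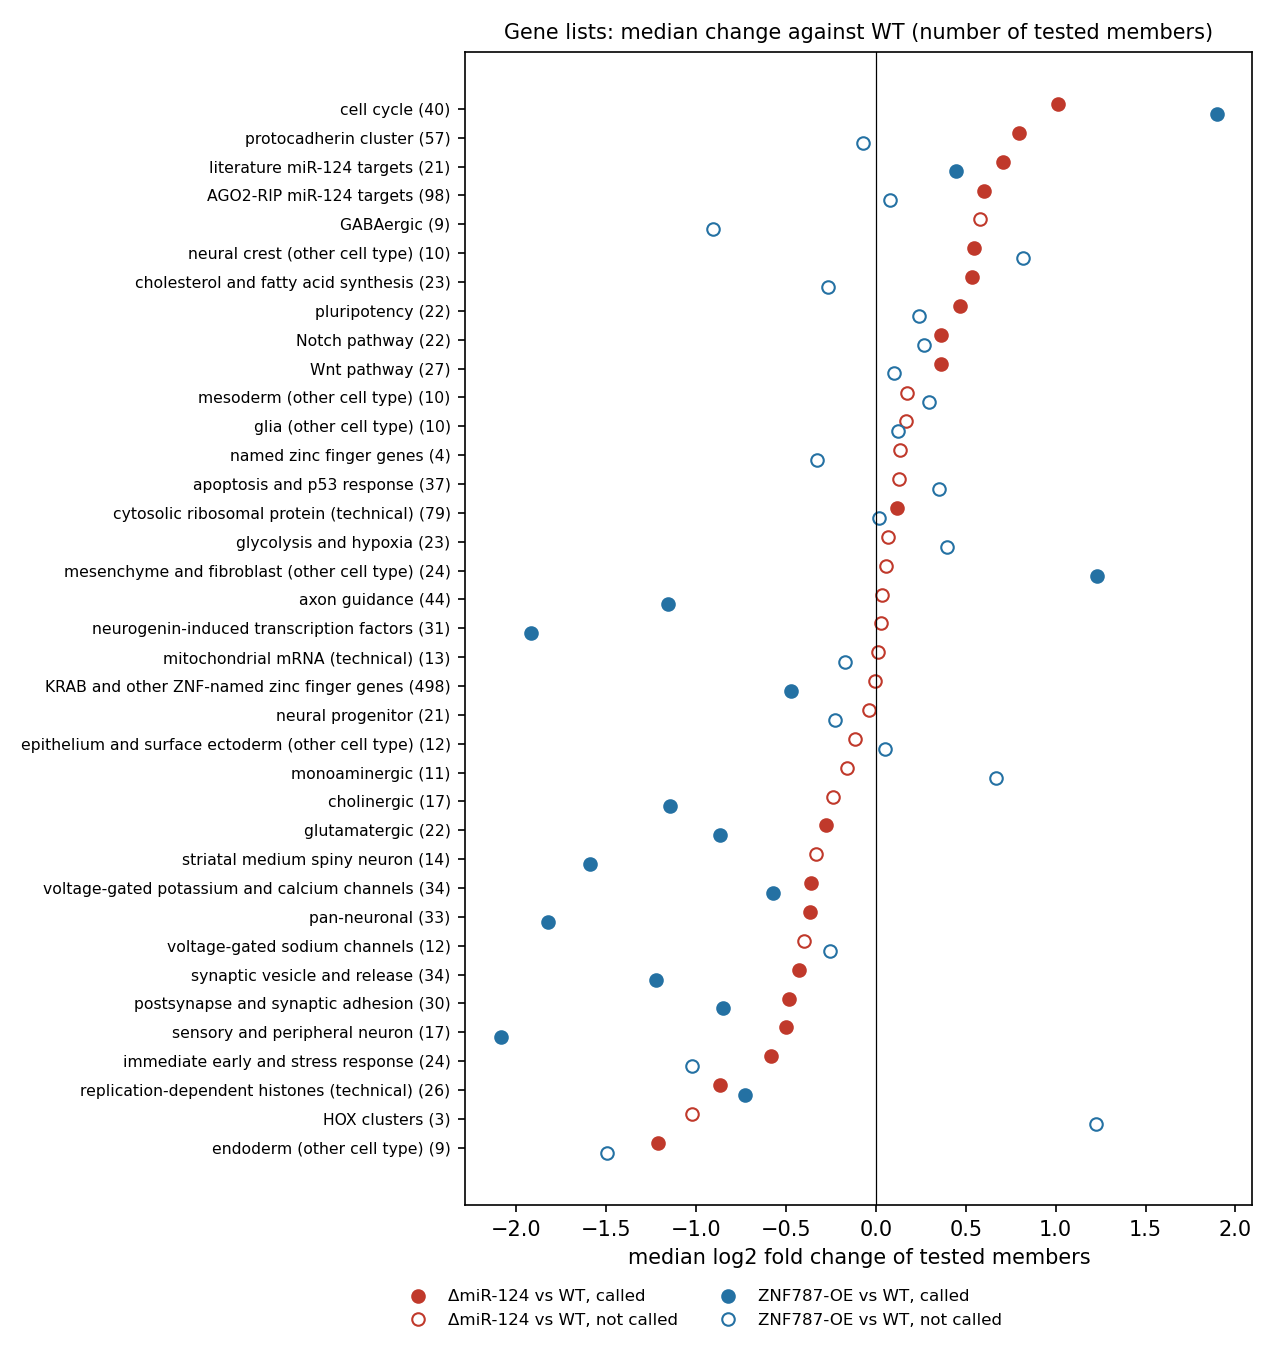
Median log2 fold change against WT (x axis) of the tested members of each gene list (y axis, number tested in brackets) for ΔmiR-124 (red) and ZNF787-OE (blue), with filled points for lists called by camera with its preset correlation and open points for the others. Cell cycle genes have the highest median in both groups, 1.01 and 1.90.

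The comparison of ZNF787-OE with WT asks how transcripts differ where this single target is raised and miR-124 loci are intact. Per the study's methods, the transgene was stably integrated under blasticidin selection. None of the 3 groups is described as carrying a vector without ZNF787. Effects of integration and selection could therefore not be separated from those of ZNF787. By camera with its preset correlation, neuronal genes fell and cell cycle genes rose, as did mesenchyme and fibroblast genes, markers of another cell type. With an estimated correlation the pan-neuronal (adjusted p = 0.0872), cell cycle (0.172) and mesenchyme (0.128) lists lost their calls. The repressor of neuronal genes REST (log2 fold change 4.65 ± 0.15, chosen after its values were seen) rose from 2.03 ± 0.238 to 50.9 ± 2.96 CPM (SD, n = 3). Of 33 pan-neuronal genes, 2 rose and 31 fell (2 and 31 adjusted over the list alone), with a median log2 fold change of -1.82 (camera adjusted p = 1.66e-15, and adjusted p = 0.0872 with an estimated correlation). STMN4 (-3.41 ± 0.06), GAP43 (-3.04 ± 0.07), DPYSL3 (-2.46 ± 0.05) and STMN2 (-2.20 ± 0.05), which act in growing axons, fell. Of 31 neurogenin-induced transcription factor genes, 5 rose and 25 fell (5 and 25 adjusted over the list alone), with a median log2 fold change of -1.92 (camera adjusted p = 1.60e-08, and adjusted p = 0.128 with an estimated correlation). LHX9 (-4.78 ± 0.12), MYT1 (-3.13 ± 0.08), NHLH1 (-2.36 ± 0.05) and NHLH2 (-2.28 ± 0.06) fell. Of 17 sensory and peripheral neuron genes, 1 rose and 16 fell (1 and 16 adjusted over the list alone), with a median log2 fold change of -2.08 (camera adjusted p = 5.21e-06, and adjusted p = 0.128 with an estimated correlation). PRPH (-3.63), TLX3 (-1.94) and POU4F1 (-1.81) fell. Of 40 cell cycle genes, 39 rose and 0 fell (39 and 0 adjusted over the list alone), with a median log2 fold change of 1.90 (camera adjusted p = 1.30e-15, and adjusted p = 0.172 with an estimated correlation). TYMS (2.36 ± 0.09), TOP2A (2.34 ± 0.09), MCM3 (1.94 ± 0.08) and TPX2 (1.70 ± 0.07) rose.

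Of 34 synaptic vesicle and release genes, 2 rose and 29 fell (2 and 29 adjusted over the list alone), with a median log2 fold change of -1.22 (camera adjusted p = 4.54e-09, and adjusted p = 0.0949 with an estimated correlation). SYT4 (-2.79), SV2A (-2.37), DOC2B (-2.23) and CADPS (-1.58) fell. Of 30 postsynapse and synaptic adhesion genes, 4 rose and 22 fell (4 and 23 adjusted over the list alone), with a median log2 fold change of -0.85 (camera adjusted p = 0.00115, and adjusted p = 0.128 with an estimated correlation). LRRTM2 (-4.04) and CNTN1 (-1.84) fell. LRRTM2 overlaps CTNNA1 on the opposite strand, so the origin of its reads is uncertain. Of 34 voltage-gated potassium and calcium channel genes, 6 rose and 19 fell (7 and 19 adjusted over the list alone), with a median log2 fold change of -0.57 (camera adjusted p = 0.00632, and adjusted p = 0.173 with an estimated correlation). KCNA2 (-3.74), CACNB3 (-3.68) and CACNA1A (-3.01) fell and CACNA1G (3.18) rose. Of 44 axon guidance genes, 12 rose and 28 fell (12 and 29 adjusted over the list alone), with a median log2 fold change of -1.16 (camera adjusted p = 0.00115, and adjusted p = 0.379 with an estimated correlation). SEMA3C (-2.83), ROBO2 (-2.48) and SEMA6D (-2.32) fell. Of 14 striatal neuron genes, 1 rose and 9 fell (1 and 9 adjusted over the list alone), with a median log2 fold change of -1.59 (camera adjusted p = 0.00245, and adjusted p = 0.128 with an estimated correlation). The dopamine receptor gene DRD2 (-2.54), EBF1 (-2.10) and FOXP2 (-1.18) fell.

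Of 17 cholinergic genes, 2 rose and 10 fell (2 and 10 adjusted over the list alone), with a median log2 fold change of -1.15 (camera adjusted p = 0.00785, and adjusted p = 0.173 with an estimated correlation). CHAT (-3.11 ± 0.29) and ACHE (-2.15 ± 0.13) fell. Of 22 glutamatergic genes, 6 rose and 14 fell (6 and 14 adjusted over the list alone), with a median log2 fold change of -0.87 (camera adjusted p = 0.04999, and adjusted p = 0.146 with an estimated correlation). That call was lost without WT replicate 1 (adjusted p = 0.101), 2 (0.0533) or 3 (0.0940), ΔmiR-124 replicate 1 (0.0559) or 2 (0.0586), or ZNF787-OE replicate 2 (0.0606) or 3 (0.0637). SLC17A6 (-4.01 ± 0.09), GRIK3 (-4.33 ± 0.24) and GRIN1 (-2.66 ± 0.33) fell, and SLC17A7 (0.98 ± 0.06) rose. Of the other genes the study names, PAX6 (-2.89 ± 0.09), RBFOX3 (-1.95 ± 0.08), MAP2 (-1.94 ± 0.07), TUBB3 (-1.33 ± 0.13) and TP73 (-1.17) fell, and SOX1 (1.48 ± 0.25), SERTAD3 (0.82), GLIS2 (0.66) and PTBP1 (0.58) rose. Of 12 voltage-gated sodium channel genes, 2 rose and 4 fell (2 and 4 adjusted over the list alone; median -0.26, camera adjusted p = 0.846). SCN3A (-1.19) fell. SCN8A fell (-0.33, adjusted p = 0.00439, and 0.0565 without WT replicate 3), and SCN2A had a log2 fold change of 0.90 (adjusted p = 0.0756, and 0.0351 without WT replicate 3).

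Of 24 mesenchyme and fibroblast genes, 14 rose and 5 fell (14 and 5 adjusted over the list alone), with a median log2 fold change of 1.23 (camera adjusted p = 0.00734, and adjusted p = 0.128 with an estimated correlation). The smooth muscle actin gene ACTA2 (2.84 ± 0.11), LGALS1 (2.77 ± 0.14) and the collagen gene COL1A1 (2.64 ± 0.11) rose. Of 498 ZNF-named zinc finger genes, 51 rose and 294 fell (52 and 298 adjusted over the list alone), with a median log2 fold change of -0.47 (camera adjusted p = 1.64e-08, and adjusted p = 0.128 with an estimated correlation), ZNF787 itself left out. ZNF697 (-1.86 ± 0.07), ZNF358 (-1.81 ± 0.08) and ZNF71 (-1.74 ± 0.08) fell and ZNF185 (4.09 ± 0.19), which encodes a LIM domain protein, rose. Of 4 zinc finger genes that the study names, 0 rose and 3 fell (0 and 3 adjusted over the list alone; median -0.33, camera adjusted p = 0.406). Among these ZNF37A (-0.32) fell and ZNF138 (-0.06, adjusted p = 0.724) did not pass the test. ZNF649 (-0.34, adjusted p = 0.0284) lost its call without WT replicate 2 (adjusted p = 0.132) or 3 (0.0679) or ZNF787-OE replicate 2 (0.130). ZNF701 (-0.37, adjusted p = 0.0468) lost its call under most other settings, such as DESeq2 (adjusted p = 0.0635), and without WT replicate 2 (0.117) or 3 (0.214), ΔmiR-124 replicate 2 (0.0524) or 3 (0.0518), or ZNF787-OE replicate 2 (0.180) or 3 (0.125). Of 26 replication-dependent histone genes, 2 rose and 11 fell (2 and 11 adjusted over the list alone), with a median log2 fold change of -0.73 (camera adjusted p = 0.0396, and adjusted p = 0.128 with an estimated correlation), a call that was lost without a filter on low counts (adjusted p = 0.0994).

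Of 21 literature miR-124 target genes, 12 rose and 4 fell (12 and 4 adjusted over the list alone), with a median log2 fold change of 0.45 (camera adjusted p = 0.0184, and adjusted p = 0.128 with an estimated correlation). CTDSP1 (1.79), SLC16A1 (1.34), CD164 (1.11) and LAMC1 (1.09) rose. The study's AGO2 target list, which holds ZNF787 itself, was not called by camera but was by fry (adjusted p = 9.67e-04). Of 98 AGO2 target genes, 43 rose and 28 fell (43 and 28 adjusted over the list alone; median 0.08, camera adjusted p = 0.249). TNFRSF10B (1.78) rose and ATF5 (-3.34) and ASIC1 (-1.93) fell. Of 22 Notch pathway genes, 10 rose and 7 fell (10 and 7 adjusted over the list alone; median 0.27, camera adjusted p = 0.166). NOTCH2 (4.18), HEYL (4.00) and LFNG (1.82) rose. Of 27 Wnt pathway genes, 11 rose and 9 fell (11 and 9 adjusted over the list alone; median 0.10, camera adjusted p = 0.691). TCF7L2 (3.58) rose and SFRP1 (-1.47) fell. Of 21 neural progenitor genes, 8 rose and 11 fell (8 and 11 adjusted over the list alone; median -0.23, camera adjusted p = 0.342). VIM (1.38) rose and DACH1 (-1.85) fell. Of 22 pluripotency genes, 6 rose and 8 fell (6 and 8 adjusted over the list alone; median 0.24, camera adjusted p = 0.846). POU5F1 (3.37) rose and SALL4 (-0.82) fell. Of 9 GABAergic genes, 1 rose and 6 fell (1 and 6 adjusted over the list alone; median -0.91, camera adjusted p = 0.0868). DLX2 (-2.91) and LHX6 (-1.74) fell. Of 11 monoaminergic genes, 5 rose and 4 fell (5 and 4 adjusted over the list alone; median 0.67, camera adjusted p = 0.823). SLC6A4 (2.02) rose and SLC6A3 (-1.59) fell.

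Of 37 apoptosis and p53 response genes, 19 rose and 12 fell (20 and 12 adjusted over the list alone; median 0.35, camera adjusted p = 0.392). TNFRSF10B (1.78) and RRM2B (1.65) rose. Of 24 immediate early and stress response genes, 8 rose and 14 fell (8 and 14 adjusted over the list alone; median -1.02, camera adjusted p = 0.0732). JUN (-2.34) and DDIT3 (-2.42) fell. Of 23 cholesterol and fatty acid synthesis genes, 5 rose and 13 fell (5 and 14 adjusted over the list alone; median -0.27, camera adjusted p = 0.153). MVD (-0.88) fell. Of 23 glycolysis and hypoxia genes, 14 rose and 7 fell (14 and 7 adjusted over the list alone; median 0.40, camera adjusted p = 0.161). PKM (1.36) rose. Of 10 glial genes, 4 rose and 4 fell (4 and 4 adjusted over the list alone; median 0.12, camera adjusted p = 0.493). OLIG2 (-3.70) and SLC1A2 (-3.44) fell. Of 10 neural crest genes, 5 rose and 3 fell (5 and 3 adjusted over the list alone; median 0.82, camera adjusted p = 0.265). NGFR (1.01) rose. Of 9 endoderm genes, 0 rose and 5 fell (0 and 5 adjusted over the list alone; median -1.50, camera adjusted p = 0.126). CXCR4 (-1.08) fell. The stress, cholesterol and endoderm lists were called without a filter on low counts (adjusted p = 0.0216, 0.0443 and 0.0216).

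Of 10 mesoderm genes, 3 rose and 3 fell (3 and 3 adjusted over the list alone; median 0.30, camera adjusted p = 0.920). GATA2 (2.97) rose. Of 12 epithelial and surface ectoderm genes, 4 rose and 4 fell (4 and 5 adjusted over the list alone; median 0.05, camera adjusted p = 0.670). KRT18 (3.02) rose and ESRP1 (-3.47) fell. Of 13 mitochondrial mRNA genes, 3 rose and 7 fell (3 and 7 adjusted over the list alone; median -0.17, camera adjusted p = 0.508). MT-CO1 (-0.56) fell. Of 79 cytosolic ribosomal protein genes, 20 rose and 15 fell (17 and 15 adjusted over the list alone; median 0.02, camera adjusted p = 0.823). RPL10 (-0.50) fell. Of 57 clustered protocadherin genes, 13 rose and 21 fell (13 and 21 adjusted over the list alone; median -0.07, camera adjusted p = 0.611). PCDHGB6 (-0.98) fell. Of 3 HOX genes, 1 rose and 1 fell (1 and 1 adjusted over the list alone; median 1.22, camera adjusted p = 0.775). HOXB2 (-2.12) fell. For the sodium channel, pluripotency, glial, epithelial, mesoderm and protocadherin lists the test's direction, the median and the mean did not share a sign.

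By the same limits, the rises in ZNF787-OE were led by CSH2, LINC02153 and IL23R. CSH2, a placental lactogen gene, went from 0 counts over the WT libraries to 9899, at least 3388-fold higher at equal depth against a floor of 3 counts over the group, although its near-identical paralogs make the origin of the reads uncertain. LINC02153 rose at least 618-fold against the same floor, and IL23R went from 1 to 1287 counts (count ratio 1322, 95% counting interval 237 to 52240, ZNF787-OE over WT at equal depth). PRAME (7.65 ± 0.14), MYBPC2 (7.33 ± 0.25), SH3TC1 (7.31 ± 0.41), CPXM2 (7.20 ± 0.42) and the sodium channel gene SCN7A (7.14 ± 0.28) came next. Among the largest falls were those of the retinoic acid binding protein gene CRABP1 (-5.59 ± 0.24), the transcription factor genes PAX3 (-5.36 ± 0.38), EVX1 (-4.96 ± 0.28), LHX9 (-4.78 ± 0.12) and OLIG1 (-4.60 ± 0.20), NCAN (-5.15 ± 0.11) and SEZ6L (-4.62 ± 0.12). In all, 11720 of 19695 genes changed, 5868 up and 5852 down, and 5290 of them by an absolute log2 fold change over 1 (2679 up, 2611 down). Every scaling used here centres the changes and the spike-ins held too few counts to serve. A shift of all transcripts together could therefore not be seen, and the balance of up and down depends on the scaling. Of the 15 lists called, 3 up and 12 down, 0 held with an estimated correlation (11 at an unadjusted p under 0.05), and fry called 28, adding the AGO2 target, GABAergic, Notch, neural progenitor, apoptosis, stress, cholesterol, glycolysis, study-named zinc finger, glial, neural crest, endoderm and epithelial lists. On counts simulated for this comparison the test recovered 73.1%, 82.1% and 97.0% of changes of 1.5, 2 and 4-fold.

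Setting both effects side by side asks which genes that change in ΔmiR-124 also change with strongly raised ZNF787. ZNF787 held 1437 to 1894 counts per library in ΔmiR-124 and 106657 to 116772 in ZNF787-OE, against 1294 to 1309 in WT. Shared directions therefore do not show that the small rise of ZNF787 in ΔmiR-124 moves these genes. Among genes that rose in both were PSTPIP1 (3.62 and 4.92), CACNA1G (3.44 and 3.18), SERTM1 (3.15 and 3.24), the basement membrane gene NID2 (2.68 and 2.66) and CD248 (2.89 and 2.65), with log2 fold changes for ΔmiR-124 and ZNF787-OE in that order. The matrix gene TNC (-3.15 and -3.22), SLC15A3 (-2.86 and -3.11), the somatostatin gene SST (-2.83 and -3.92), the potassium channel gene KCNK12 (-3.53 and -2.72) and PTN (-2.69 and -3.81) fell in both. The transcription factor genes CDX2 (2.25 and -2.18) and SIM1 (1.98 and -2.37), PADI2 (2.88 and -2.29) and LINC02487 (2.21 and -3.40) rose in ΔmiR-124 and fell in ZNF787-OE. LINC02487 lost its call in ΔmiR-124 by DESeq2 (adjusted p = 0.0840). The zinc transporter gene SLC39A4 (-4.69 and 6.38), PRAME (-2.15 and 7.65), INF2 (-1.80 and 2.23), CALCB (-1.77 and 3.61) and FAM83G (-1.65 and 1.91) fell in ΔmiR-124 and rose in ZNF787-OE.

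Of the 5185 genes called in both comparisons, 4078 moved the same way (1992 up and 2086 down) and 1107 opposite ways, 713 up in ΔmiR-124 and down in ZNF787-OE and 394 the reverse. Independent lists of these sizes would share 1019 genes up and 938 down, and 1016 and 940.3 in the opposite ways. Across the 19695 genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.377 and Spearman's rho 0.405. The same 3 WT libraries serve both comparisons. In 20 simulations all libraries, controls included, were drawn from the WT means and the fitted spread, with no difference between groups. These gave a mean r of 0.499, a mean rho of 0.445 and 0 genes called in both by edgeR (185 on average at an unadjusted p under 0.05 in both). Such an r comes from noise alone, so it does not measure how much the shared controls add to the observed r. The covariance was 0.452, against a mean of 0.0459 in the simulations. Over all tested genes 65.4% had the same sign in both comparisons, against a mean of 66.7% in the simulations. That baseline also comes from noise alone, so agreement in sign over all genes does not decide whether an effect is shared. The WT libraries could not be split into parts of at least 2, so part of the excess of shared calls over independent lists may come from the shared controls. Compared directly, 11055 genes differed between ZNF787-OE and ΔmiR-124, 5503 higher and 5552 lower in ZNF787-OE, and 4575 by an absolute log2 fold change over 1 (2319 higher, 2256 lower). Camera called 13 lists between these groups, 0 of them with an estimated correlation (7 at an unadjusted p under 0.05), and fry 30. In edgeR's test CHAT (-4.54), PAX6 (-2.30), SLC17A6 (-2.98) and MAP2 (-1.56) were lower in ZNF787-OE, SCN2A (2.01) was higher, and GRIN1 (0.00, adjusted p = 0.998) and SOX1 (0.08, adjusted p = 0.801) did not pass the test.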

Values the study reported

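The study reported 98 high-confidence targets of miR-124 from its AGO2 precipitation. For 51 out of 78 genes that its network linked to ZNF787, it described a like direction of change in ΔmiR-124 and ZNF787-OE neurons against WT, with a Spearman R of 0.498 and a Pearson R of 0.277 (p = 0.01).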

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

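Each alternative here was planned before the data were examined. With a filter of at least 10 CPM in at least 3 libraries, 791, 2718 and 2299 genes passed an absolute log2 fold change over 1 in ΔmiR-124 against WT, ZNF787-OE against WT and ZNF787-OE against ΔmiR-124. The main filter gave 1766, 5290 and 4575. Genes tested went from 19695 to 11204, a smaller share lost, so fewer tests alone do not account for the drop. Tested against a fold change of 1.5, 1586, 5958 and 5092 genes were called. With an estimated correlation 2 lists were called in ΔmiR-124 and 0 in ZNF787-OE, and fry called 28 in ZNF787-OE. With an absolute log2 fold change over 1 in both, 1071 genes overlapped. With a library left out, genes changed ranged over 5565 to 6441, 10903 to 11845 and 10200 to 11516, those over 1 over 1577 to 1840, 5161 to 5462 and 4444 to 4841, the lists called over 17 to 19 and 14 to 15, and the overlap over 4423 to 4973. With the replicate block 6689, 11782 and 11080 genes were called and the glutamatergic list lost its call in ZNF787-OE (adjusted p = 0.0632). The numbers did not pair the libraries, since deviations of same-numbered libraries correlated at -0.0239 to 0.0555 and of others at -0.0627 to 0.0424. Not every library correlated best with its own number. Of single genes named, DESeq2 ended 4 calls and added 2 over the 3 comparisons, and the block ended 1 and added 5. No called list or named gene reversed its direction. Which of the genes higher and lower were more numerous did change, with 2712 higher and 2723 lower in ΔmiR-124 under the filter of 10 CPM, 5413 and 5490 in ZNF787-OE without its replicate 3, and 5676 and 5368 between ZNF787-OE and ΔmiR-124 with RLE scaling. For genes of few counts, depth limits what could be detected.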

Other observations

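The tests on genes far off or on, on neurogenins, on stem cells, on gene length and on zinc finger genes were chosen after the results were seen, and those on seed matches and on other splits before. Of 12688 genes with an annotated 3′ UTR, 2184 held a 7-base match to the miR-124 seed. In ΔmiR-124 their median log2 fold change was 0.11, against -0.02 for the others, and 34.5% against 20.7% rose. The median was 0.24 for the 458 genes whose match is followed by A. Among 15966 words of 7 bases ranked by the z of the mean change that remained after removal of the trend on length, GC and expression, the seed match came in rank 1 (rank 21 by that mean itself), as a loss of miR-124 repression would give. In ZNF787-OE it also came in rank 1 by z (rank 33 by the mean), with medians of 0.06 and 0.00. There the median was 0.095 for matches followed by A and 0.061 for the 367 genes with at least 2 matches. The latter genes had a median of 0.18 in ΔmiR-124. In ZNF787-OE such genes thus stood little above those with any match. Lower miR-124 repression in ZNF787-OE stays a hypothesis that may be worth a measurement of mature miR-124. Computed on log2(CPM + 0.5) without each library of the groups compared in turn, the rank by z stayed at 1 in both comparisons. The WT libraries are shared by both rankings, and in ZNF787-OE the AGO2 list was called by fry and not by camera.

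Of 26 genes with a mean of at least 5 CPM that changed by an absolute log2 fold change over 3 in ΔmiR-124, 16 were lower, among them TTLL10-AS1, PEG3 and ZNF367. Deletion or duplication of the regions of these 26 genes would move the neighbours too. PEG3, AJAP1, TNC, RPS6KA6 and SERTM1 had no neighbour of at least 1 CPM within 100000 bases and could not be tested. Over 14 genes that had such neighbours and no other such gene among these, the median change of the neighbours in the gene's own direction was -0.15 (quartiles -0.23 and 0.12). A change confined to the gene itself would not show in this test. For 7 more that lay beside another such gene, in the clusters of FBF1, MRPL38 and ENSG00000267426, of NCLP1 and CCDC183-AS1, which rose, and of ABCA5 and PRO1804, which fell, the like median with such genes counted was -0.11, and since members of each cluster moved together a change of a short region may remain. The share of the 26 genes that lay within 1 log2 unit of WT in ZNF787-OE was 53.8%, but 57.2% of 271 genes changed as far in ZNF787-OE lay as near to WT in ΔmiR-124, so that share did not decide on a difference between clones. With 1 clone, the clone, the passage and the loss of miR-124 cannot be told apart for these genes.

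Between ZNF787-OE and ΔmiR-124 the median log2 fold change was -1.58 for pan-neuronal genes (camera adjusted p = 7.25e-14, and adjusted p = 0.110 with an estimated correlation) and 0.89 for cell cycle genes (7.56e-09, and adjusted p = 0.308 likewise). A lower neurogenin transcript may be part of the cause in either group, since NEUROG1 fell by 1.34 in ΔmiR-124 and decreased by 0.37 in ZNF787-OE, but neurogenin-induced genes had a median of 0.03 in the first and -1.92 in the second, which did not decide it. The pan-neuronal median in ZNF787-OE was -1.73 after and -1.82 before a trend on gene length and GC content was removed. Of 10 pluripotency genes with under 2 CPM in WT, 5 rose in ΔmiR-124, TDGF1 and ESRG among them, and 4 in ZNF787-OE, where these did not pass the test and FOXD3 fell, so stem cells left among ΔmiR-124 neurons or stem cells left among ZNF787-OE neurons may contribute, and these low levels could not decide it. By flow cytometry the study reported a lower signal of a pluripotency surface marker in ΔmiR-124 than in WT, on days before the one sampled here. For ZNF787-OE it described no such measurement. A delay of differentiation or an effect of ZNF787 stays open as a hypothesis.

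The median log2 fold change of the ZNF-named zinc finger genes in ZNF787-OE was -0.53 after and -0.47 before a trend on expression, length and GC content was removed. Location on chromosome 19 as the whole cause is argued against by the members elsewhere, with a median of -0.40, against -0.53 for members on it. Other genes on chromosome 19 had a median of -0.15, against 0.02 for other autosomal genes, so location may be part of the cause and the test could not decide it. An effect of ZNF787 on genes of its own class is a hypothesis that no test here bears on.

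Groups of 3 make 10 splits of 6 libraries, too few for a share under 0.05, and 1 split, the real one, gave as much as itself in each case. The real splits called 6066, 11501 and 11460 genes in ΔmiR-124 against WT, ZNF787-OE against WT and ZNF787-OE against ΔmiR-124, and the highest of the others 0 in each by edgeR. At an unadjusted p under 0.05 the highest of the others were 495, 143 and 153, against 7524, 12142 and 12020 in the real splits. Each of the others mixes the 2 groups, so the difference between groups enters the spread and leaves few genes to call. Their low gene counts were thus largely set by the design and do not exclude chance. The lists called were 19 against 11 in ΔmiR-124 and 15 against 13 in ZNF787-OE. Of 60 splits of the 9 libraries, 2, the real one included, gave an overlap as large as the real 5185. The other, with 7311, set the ZNF787-OE libraries as the shared group against mixtures of WT and ΔmiR-124, a structure of the samples. With WT or ΔmiR-124 kept as the shared group against mixtures of the others the overlap was 720 and 408. The remaining splits drawn, whose shared group was mixed, gave 0 each. The share of 2 in 60 is under 0.05, but a mixed shared group holds unlike libraries, whose spread leaves few genes to call. The splits of the 9 libraries therefore do not exclude chance, and they do not bear on whether an effect is shared.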
